A study of Mus musculus with 7 samples. Its data were reported in "Dll1+ quiescent tumor stem cells drive chemoresistance in breast cancer through NF-κB survival pathway" (2021).

How the data were processed

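The assay for transposase-accessible chromatin with sequencing (ATAC-seq) marks DNA that is open to a transposase, which inserts sequencing adapters there. It was applied to mammary tumour cells of mice that carried the MMTV-PyMT transgene, which drives mammary tumours through the polyoma middle T oncoprotein, together with an mCherry reporter of the Notch ligand gene Dll1, carried on a bacterial artificial chromosome. Per the labels, cells that carried the CD45, CD31 or Ter119 surface proteins were removed in the sort, and the remaining cells were divided into mCherry-positive (Dll1+) and mCherry-negative (Dll1−) cells. The 7 samples came from 4 tumours: 3 Dll1+ samples and 4 Dll1− samples, with 3 tumours giving both.

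The authors ran the ENCODE ATAC-seq pipeline on the replicates of each group together and deposited the optimal peak file of each group, so the values analysed here are 2 pooled peak lists and not per-sample values. The aligner, the peak caller, the thresholds and the way the optimal set was selected are not stated. The later step in which the authors counted reads per region in each sample and tested the groups with DESeq2 was not analysed here. Each row of a list held an interval and 1 summit, and an interval with several summits was repeated with a row for each. The deposited fold enrichment of a row is the ratio of the reads at its summit to the local background, as the authors' peak caller gave it. The deposited −log10 p-value of each row is also the authors' own, and the −log10 q-value was not used here. The deposited score was a capped multiple of the −log10 p-value and was used for nothing further. As deposited, these values were used to describe, rank and filter rows within their own list only. Reads and backgrounds recovered from them, as described below, were also compared between the lists.

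The genome build was not stated for the ATAC-seq files and was checked against GRCm38 (mm10). Of the rows of both lists, 0 extended past a chromosome end. Summits lay within 100 bp of a transcription start site (TSS) in 8.39% of Dll1+ rows and 7.67% of Dll1− rows, and in 0.440% and 0.460% after all summits were shifted by 10000 bp. Gene positions came from the basic GENCODE M21 annotation and sequences from the GRCm38.p6 genome. Coordinates are given 1-based.

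Rows of a list that overlapped or touched were merged into regions. A region was called shared when it overlapped a region of the other list by at least 1 bp. Rows of both lists were also merged into union regions, which were classed as shared, Dll1+ specific or Dll1− specific by the lists that contributed rows. The midpoint of each region was assigned to the first matching class among promoter (1000 bp upstream to 100 bp downstream of a TSS), 5′ UTR, 3′ UTR, coding exon, non-coding exon, intron and intergenic. Shares carry Wilson 95% intervals, which cover counting error only. ATAC-seq reads without molecular identifiers are not independent molecules, and regions are not replicates.

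Each union region was assigned to the protein-coding gene with the nearest TSS. For a gene list, the share of its specific regions that were Dll1+ specific was set against 10000 random lists of the same size, matched on the number of union regions per gene. The lists were NF-kB (72 genes), Notch (40), hypoxia (39), basal (30) and luminal (32), with marker lists of immune (20), endothelial (15) and fibroblast cells (20) for the closing section. Transcription factor consensus sequences were searched on both strands within 100 bp of the strongest summit of each region. The ratio of the Dll1+ specific share to the Dll1− specific share was set against 10000 shuffles of the labels within strata of GC content, in 5% bins, and promoter class. The percentile among random lists or shuffles describes these 2 lists. No p-value was computed, because the lists have no replicates.

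The genes named were fixed as Dll1, Nfkb1, Hepacam2, Bglap2, Ntrk3 and Npy, which the study labels in its ATAC-seq comparison, its basal and luminal markers Krt5, Krt14 and Krt8, and the 5 protein-coding genes with the largest excess of specific regions in each direction. The single regions named were the 5 specific regions of each list with the highest fold enrichment. The groups, gene lists, consensus sequences, definitions and alternative settings were chosen before the data were examined. These settings were other overlap rules, stricter, equal-number and asymmetric thresholds, a wider promoter, a limit of 50 kb to the nearest TSS, a window of 50 bp each side of the summit, and shuffles without strata.

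Reads at each summit were recovered from the deposited values after these were seen to follow a Poisson model, in which the fold is the reads plus 1 over the background plus 1. The model solved 100% of Dll1+ rows and all but 4 of the 148923 Dll1− rows. A depth-matched Dll1− list was added after the data had been seen: its recovered reads were thinned to the background depth of the Dll1+ list, rescored, and kept as often as the Dll1+ list kept rows of that p-value. The thinning was drawn 20 times, and the first draw is the alternative reported.

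Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedures were tested on simulated data. All 6000 simulated union regions received their true class, 6.0% of 200 unchanged gene lists fell outside the central 95% of random lists, and a motif ratio of 2.01 was recovered in 20000 windows where 2 was simulated. Reads were recovered exactly in 100% of 19980 simulated peaks.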

Results

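ATAC-seq was performed on Dll1+ and Dll1− tumour cells sorted from MMTV-PyMT mammary tumours, to ask whether chromatin accessibility differed between the cell populations. The authors' peak list for Dll1+ cells pooled 3 samples and that for Dll1− cells pooled 4 samples. Because only pooled lists were analysed, differences between the groups could not be set against the spread between replicates. The Dll1+ list held 132872 rows, which formed 91047 regions covering 49.8 Mb. The Dll1− list held 148923 rows, which formed 110382 regions covering 54.9 Mb. Median region width was 464 bp in the Dll1+ list and 413 bp in the Dll1− list. Several summits were present in 31.7% of Dll1+ regions and 25.7% of Dll1− regions. The median fold enrichment per row was 5.59 in the Dll1+ list and 5.00 in the Dll1− list.

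The depth of the lists differed. Recovered from the deposited values, the genome-wide background was 3.74 reads in the Dll1+ list and 7.20 reads in the Dll1− list, a ratio of 1.93. The median number of reads at a summit was 43 in Dll1+ cells and 61 in Dll1− cells. Weak regions were therefore easier to call in the Dll1− list, and the absence of a region from the Dll1+ list means that it was not called at that depth. Restricting each list to its stronger rows left 57322 Dll1+ regions and 65153 Dll1− regions.

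To compare the accessible regions of both populations, the lists were overlapped. Of the Dll1+ regions, 88.2% (95% interval 88.0 to 88.4%) overlapped a Dll1− region. Of the Dll1− regions, 73.4% (95% interval 73.2 to 73.7%) overlapped a Dll1+ region. The alternative that moved these shares most was a reciprocal overlap of at least 50%, which gave 82.3% and 67.8%. Overlap rose with peak strength. It was 62.3% in the weakest decile of Dll1+ regions and 99.99% in the strongest. It was 37.4% in the weakest decile of Dll1− regions and 99.9% in the strongest.

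**Figure D1:**
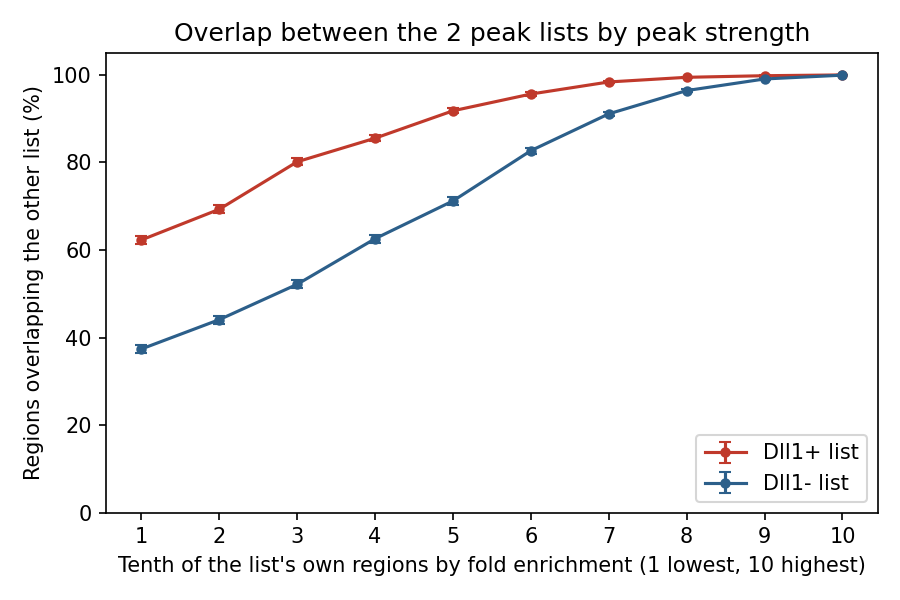
Share of regions in each list that overlapped the other list (y axis, %) by decile of the list's own fold enrichment (x axis, 1 lowest), with Wilson 95% intervals as bars. The Dll1+ list (red) rises from 62.3% and the Dll1− list (blue) from 37.4%.

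The union of the lists held 119215 regions. Of these, 79153 (66.4%) were shared, 10744 (9.01%) were Dll1+ specific and 29318 (24.6%) were Dll1− specific. Dll1− specific regions outnumbered Dll1+ specific regions by a ratio of 2.73. After depth matching of the Dll1− list the counts were 15681 Dll1+ specific and 22241 Dll1− specific regions, a ratio of 1.42. Specific regions were weak. Ranked by its strongest row among all rows of its list, the median region had a percentile of fold enrichment of 29.4 among Dll1+ specific and 32.6 among Dll1− specific regions, against 74.5 among shared regions. A shared region took the higher of its percentiles in the lists, which raises its value relative to a specific region. A row from the strongest decile of all rows was present in 1 Dll1+ specific region and 26 Dll1− specific regions. This ranking over rows differs from the deciles of regions used for the overlap. Under the asymmetric threshold, a specific region had to hold a row above the median fold enrichment of its own list. This left 1656 Dll1+ specific and 6176 Dll1− specific regions.

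The Dll1+ specific region with the highest fold enrichment (15.7) lay at chromosome 18, 35183049 to 35183498, in an intron, with the nearest TSS that of Lrrtm2 at a distance of 31750 bp. The Dll1− specific region with the highest fold enrichment (16.2) lay at chromosome 1, 156667478 to 156667871, in an intron, with the nearest TSS that of Tor3a at a distance of 6639 bp. The next 4 Dll1+ specific regions had fold enrichments of 13.7 to 13.5 and were nearest to Vps13b, Dcdc2c, Ehf and Chek1. The next 4 Dll1− specific regions had fold enrichments of 15.98 to 14.8 and were nearest to S100z, Cldn14, Lrrn3 and Kdm8.

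The distribution over genomic classes was compared next. Promoters held 13.98% (95% interval 13.8 to 14.2%) of Dll1+ regions and 12.8% (95% interval 12.6 to 13.0%) of Dll1− regions. In numbers, these were 12730 Dll1+ and 14082 Dll1− regions. Introns held 45.6% of Dll1+ and 46.1% of Dll1− regions, and intergenic sequence held 33.3% and 34.4%. Coding exons held 2.74% and 2.64%, 5′ UTRs held 1.39% and 1.21%, and 3′ UTRs held 1.53% and 1.498%. The promoter share was 13.6% in the depth-matched Dll1− list. A promoter of 2500 bp each side of the TSS moved the shares most, to 27.0% and 25.4%. Promoters held 4.46% (95% interval 4.08 to 4.87%) of Dll1+ specific regions, 5.48% (95% interval 5.22 to 5.74%) of Dll1− specific regions and 14.99% of shared regions. Among shared regions in the weaker part of both lists the promoter share was 9.28% (95% interval 8.82 to 9.75%), closer to that of the specific regions.

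At Dll1 (chromosome 17, 15367354 to 15376872, minus strand), 16 of the union regions nearest to its TSS were shared, 2 were Dll1+ specific and 2 were Dll1− specific. The promoter region at 15375292 to 15377192 was present in both lists. Its highest fold enrichment was 5.72 in the Dll1+ list, the 51.7 percentile of that list, and 3.99 in the Dll1− list, the 35.96 percentile. Around Dll1, from 15267775 to 15430284, each row of the Dll1+ list lay on a raised background. The lowest background in this interval was 3.01 times the genome-wide background in the Dll1+ list. The corresponding interval of the Dll1− list ran from 15267726 to 15436692, with a lowest value of 2.74 times among its 36 rows with a recovered background. For 2 further Dll1− rows in the interval the background was not recovered. Fold enrichments at Dll1 are relative to this raised background. The mice of both groups carried the Dll1 reporter transgene, so reads at Dll1 may not all come from the endogenous gene.

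**Figure D2:**
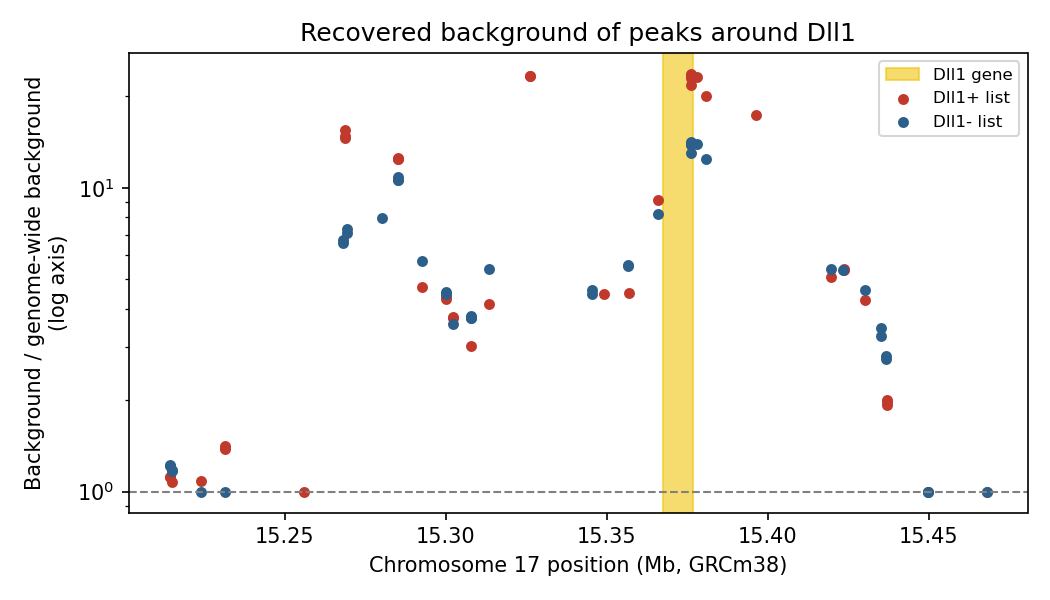
Background of each row for which it was recovered, in the Dll1+ list (red) and the Dll1− list (blue), divided by the list's genome-wide background (y axis, log scale), by position on chromosome 17 (x axis, Mb); the Dll1 gene is shaded. Rows from 15267775 to 15430284 lie at least 3.01 times above the genome-wide background (dashed line at 1) in the Dll1+ list.

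At Nfkb1 (chromosome 3, 135584655 to 135691547, minus strand), 22 regions were shared, 4 were Dll1+ specific and 5 were Dll1− specific. The region over its first exon, at 135690576 to 135692121 in the 5′ UTR, was present in both lists. Its highest fold enrichment was 5.84 in the Dll1+ list (52.4 percentile) and 7.67 in the Dll1− list (71.5 percentile). All 4 Dll1+ specific regions of Nfkb1 lay in introns, and the highest fold enrichment among them was 5.60.

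Among the other genes fixed for reporting, Ntrk3 had 21 shared, 6 Dll1+ specific and 5 Dll1− specific regions. Npy had 10 shared regions and 3 specific regions in each list. Hepacam2 had 2 shared, 1 Dll1+ specific and 2 Dll1− specific regions, and Bglap2 had 1 region, which was shared. The luminal keratin gene Krt8 had 9 shared, 3 Dll1+ specific and 0 Dll1− specific regions. Its 3 Dll1+ specific regions were weak, with fold enrichments of 1.86 to 2.23, at the 0.898 to 3.29 percentile of their list. The shared promoter region of Krt8 lay at the 69.6 percentile in the Dll1+ list and the 75.1 percentile in the Dll1− list. The basal keratin genes had few regions. Krt5 had 1 shared and 1 Dll1− specific region, and Krt14 had 2 shared and 2 Dll1− specific regions. The excess of Dll1+ specific regions was largest at Cdk5rap2 (15 against 2), followed by Dab2 (12 against 2), Gpc6 (15 against 6), Dach1 (12 against 3) and Mdga2 (12 against 3). The excess of Dll1− specific regions was largest at Myc (31 against 8), followed by Sox9 (25 against 6), Pde4d (24 against 6), Camk1g (20 against 2) and Cacna1c (19 against 1). Many of these regions lay more than 50 kb from the TSS. Within 50 kb, Dll1+ specific regions were still in excess at Dab2 (8 against 0) and Mdga2 (6 against 0). Cdk5rap2 and Dach1 had 1 specific region of each kind within this distance, and Gpc6 had 1 Dll1− specific region. Dll1− specific regions were still in excess within 50 kb at Pde4d (13 against 2), Cacna1c (10 against 1), Myc (4 against 1), Camk1g (4 against 0) and Sox9 (3 against 2).

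The pathways the study relates to Dll1 were examined through the genes nearest to specific regions. Over all protein-coding genes, 26.8% of specific regions were Dll1+ specific. For the NF-kB list the share was 21.1% (63 Dll1+ specific and 235 Dll1− specific regions), below the central 95% of random lists (22.7 to 35.0%, percentile 0.560). This position depended on the threshold. With equal numbers of rows from each list the NF-kB share was 32.0% and lay inside the random range, at percentile 40.2. Under the asymmetric threshold it was 23.9%, at percentile 59.2. Within 50 kb of the TSS it was 17.6%, still below its random range of 19.5 to 33.3%, at percentile 0.53. The Notch list had a share of 28.9% (percentile 51.97), the hypoxia list 28.5% (percentile 51.9) and the basal list 29.2% (percentile 50.1). These 3 lists lay inside the random range. The luminal list had a share of 44.6% (50 Dll1+ specific and 62 Dll1− specific regions), above the random range of 19.7 to 38.04%. The luminal share was 40% under the asymmetric threshold, with 6 Dll1+ specific and 9 Dll1− specific regions, and lay inside the random range at percentile 95.4.

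**Figure D3:**
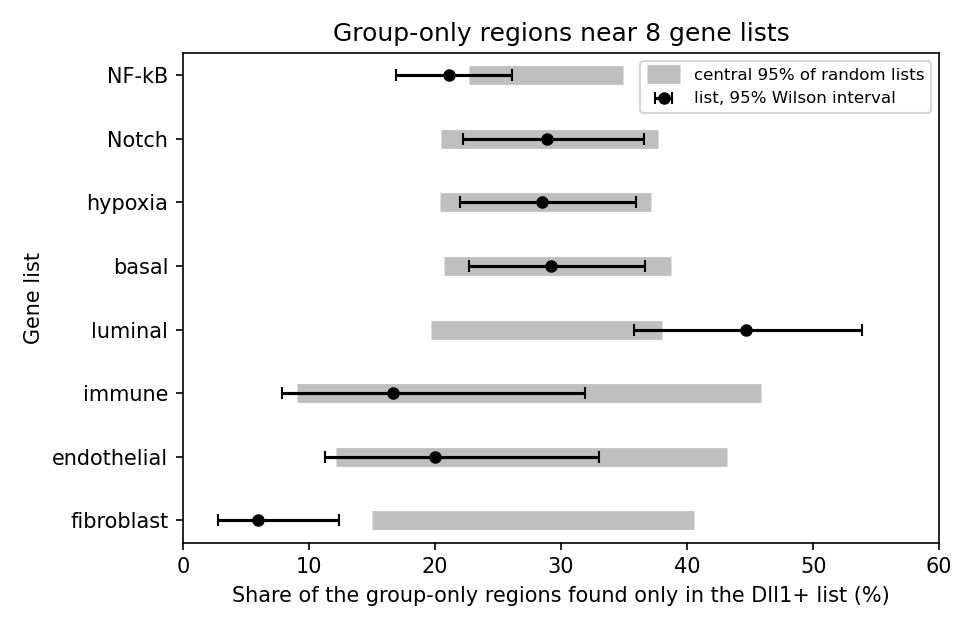
Share of the specific regions nearest to each gene list that were Dll1+ specific (x axis, %; points with Wilson 95% intervals), against the central 95% of 10000 random lists (grey bars). The luminal list at 44.6% lies above its bar, and the NF-kB list at 21.1% and the fibroblast list at 5.94% lie below theirs.

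Binding sequences of NF-kB and of RBPJ, the DNA-binding partner of Notch, were searched at the summits of specific regions. The NF-kB consensus GGGRNWYYCC was present in 2.03% of Dll1+ specific and 3.73% of Dll1− specific windows, a ratio of 0.544 (95% interval 0.471 to 0.628). Shuffles matched for GC content and promoter class gave ratios of 0.768 to 0.982 in their central 95%. The alternative with the lowest NF-kB ratio was the window of 50 bp each side of the summit, at 0.505. The RBPJ consensus YGTGGGAA was present in 2.15% of Dll1+ specific and 2.22% of Dll1− specific windows, a ratio of 0.967 (95% interval 0.833 to 1.12) that lay inside the range of the shuffles (0.804 to 1.07).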

Values the study reported

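The study reported a normalized enrichment score of 2.24 when genes near peaks more accessible in Dll1+ cells were tested against its RNA-seq ranking. It then examined 23 genes that were both more accessible and more strongly transcribed in Dll1+ cells. The study reported that Notch and NF-kB signalling were enriched among these genes.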

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

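The depth-matched Dll1− list was chosen after seeing the data, and the other alternatives were planned. No paired analysis was possible because the lists pool the samples of a group, although the labels give 3 tumours in both groups. Leaving out each sample in turn was not run for the same reason.

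Keeping the stronger rows of each list by fold enrichment lowered the region counts to 57322 and 65153 and the specific counts to 7066 Dll1+ and 14658 Dll1−, which follows from using fewer rows. Under this threshold the overlap was 87.7% of Dll1+ and 77.5% of Dll1− regions, and promoter shares were 17.4% and 16.5%. A reciprocal overlap of 50% gave 82.3% and 67.8%, with 16153 Dll1+ specific regions. Summits within 100 bp gave 86.9% and 72.3%. Equal numbers of rows gave 86.9% and 74.8%, and depth matching gave 82.8% and 77.3%. Dll1− specific regions outnumbered Dll1+ specific regions under each alternative run for these counts. The asymmetric threshold left 1656 and 6176.

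The wider promoter raised promoter shares to 27.0% for Dll1+, 25.4% for Dll1−, 14.7% for Dll1+ specific and 16.4% for Dll1− specific regions. Promoter shares of Dll1+ and Dll1− specific regions were 5.11% and 5.22% with equal numbers and 2.36% and 4.65% under the asymmetric threshold. Depth matching gave 4.95% for Dll1+ specific regions and 13.6% for the Dll1− list.

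With equal numbers the Dll1+ specific share was 32.0% for the NF-kB list and 54.1% for the luminal list. Under the asymmetric threshold it was 9.52% for Notch and 10% for basal genes, from 21 and 30 regions, both inside the random range. Depth matching raised the share to 36.9% for NF-kB, 40.3% for Notch, 45.03% for hypoxia, 43.9% for basal and 56.0% for luminal genes, because it removes Dll1− specific regions and adds Dll1+ specific ones. The luminal list lay above the random range in 20 of 20 depth-matched draws. The NF-kB list lay below it in 15 of 20 draws, and the draw reported lay just inside, at percentile 2.56. The RBPJ ratio was 0.688 under the asymmetric threshold, inside the range of the shuffles. The NF-kB consensus ratio stayed below the range of the shuffles under each alternative run. Where a cause is not named above, the cause was not tested.

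The smaller depth of the Dll1+ list limits the Dll1− specific set, since a weak region missed in Dll1+ cells counts as Dll1− specific.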

Other observations

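The tests of depth, of GC content, of immune and endothelial genes and of the background around Dll1 were chosen after the results they bear on had been seen, except the test of amplification. The other tests were fixed before their result was seen. Several settings and tests were tried on the same 2 lists, so each pattern below is a hypothesis.

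Dll1− specific regions outnumbered Dll1+ specific regions. The greater read depth of the Dll1− list may account for part of this. After depth matching the ratio fell from 2.73 to 1.42, with a range of 1.41 to 1.43 over 20 draws. A ratio of 1 or below had been set as the outcome if depth were the whole cause, and 1.5 or above if it were not, so the result fell between these limits. The thinning does not imitate the different number of samples pooled, 3 against 4, or the tumour pooled only in the Dll1− list. Whether depth, sample number, that tumour or biology accounts for the remainder cannot be told apart.

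The AP-1 consensus TGASTCA was the sequence that separated the specific regions most among the 12 examined. It was present in 4.40% of Dll1+ specific, 30.4% of Dll1− specific and 15.4% of shared windows, a ratio of 0.145 between the specific sets. Depth matching left the ratio at 0.183, far outside its shuffles. Shuffles within strata of GC content and promoter class had a lower bound of 0.968. Weak regions in general did not carry the sequence as often, since shared regions in the weaker part of both lists had it in 10.6% of windows. The tables therefore argue against depth, GC content, promoter class and weakness as the whole cause. AP-1 sites were also present in 25.8% of the 62 Dll1− specific regions near luminal genes (95% interval 16.6 to 37.9%). That value does not separate tumour cells from other cells in the Dll1− sort. It cannot be told apart whether the AP-1 regions belong to tumour cells, to other cells, or to a response of the cells to the sort. The regions were also not separated from a pattern of the tumour without a Dll1+ sample. A candidate explanation that stays open is higher AP-1 activity in Dll1− cells.

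The other sequences also differed. Ratios of Dll1+ specific to Dll1− specific windows were 1.40 for TEAD, 1.85 for FOX, 1.55 for RUNX, 1.53 for SOX and 1.29 for GRHL. They were 0.459 for CTCF, 0.515 for p63, 0.215 for ETS (3 against 38 windows) and 1.14 for NF1 (5 against 12 windows). NF1 lay inside the range of its shuffles and the others lay outside. The GRHL ratio fell inside the range, at 1.21, among windows without an AP-1 consensus. The p63 ratio fell inside under the asymmetric threshold, at 0.658 (3 against 17 windows). ETS and NF1 were not run under that threshold.

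Of the specific regions near the fibroblast list, 5.94% were Dll1+ specific (6 against 95 regions), below the random range of 15 to 40.5%. Depth matching left the share at 12.3%, below its random range of 27.3 to 56.1%, which argues against depth as the whole cause. With equal numbers of rows the share was 6.06%, also below its range. Within 50 kb it was 9.26%, just below the range of 9.68 to 43.2%. Under the asymmetric threshold 0 of 25 regions were Dll1+ specific, but the random range there began at 0, so no share could lie below it and this setting decides nothing. Of the 20 genes, 18 had more Dll1− specific than Dll1+ specific regions. Fibroblasts in the Dll1− sort could produce this, as the surface proteins used to remove cells mark blood and endothelial cells. A second list of 30 fibroblast genes, which shared 0 genes with the first, was written before it was tested. Its share was 26.0% (percentile 32.7), inside the random range, so the second list did not repeat the pattern. It stayed inside with equal numbers, the asymmetric threshold and depth matching. Only within 50 kb of the TSS was it below the range, at 8.96% (percentile 0.125). Because the settings disagree for the second list, fibroblast-type chromatin in the Dll1− sort remains undecided, and the first list alone is weak evidence for it. The immune and endothelial shares were 16.7% and 20%, both inside their random ranges, and together 18.6% (95% interval 11.8 to 28.1%), an interval that overlaps that of the fibroblast list (2.75 to 12.4%). Overlap of the intervals does not show that the shares are alike, and the intervals cover counting error only. The comparison thus does not decide between a lower share of epithelial cells in general and a change in fibroblast-type regions. A mesenchymal-like state of tumour cells would give the same regions, and the 18 genes cannot tell it from fibroblasts.

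The NF-kB list lay toward Dll1− specific regions, opposite in direction to what a more active pathway in Dll1+ cells might give. The study's evidence for NF-kB came from other measures, among them reads per region in each sample, RNA-seq and nuclear staining. Presence or absence of regions in pooled lists does not test those. Within 50 kb of the TSS the share was 17.6% (percentile 0.53), also below its random range. The position of the list was not stable, however. The share of 36.9% after depth matching lay inside the random range in the draw reported, and the list lay below it in 15 of 20 draws. Depth thus cannot be told apart from a real shift. Leaving out every region with an AP-1 consensus gave 26.4%, below the random range of 28.4 to 43.1%, which argues against AP-1 regions as the whole cause. The NF-kB consensus ratio was 0.491 among windows without an AP-1 consensus, outside its range of 0.752 to 0.979, which argues against shared windows as the cause of the lower share in Dll1+ specific regions. A consensus match does not show that a factor is bound, and accessibility lists hold no expression values.

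The luminal list lay toward Dll1+ specific regions. Depth matching gave 56.0%, still above its random range of 32.8 to 53.2%, which argues against depth as the whole cause. Without regions with an AP-1 consensus the share was 49.5% (percentile 99.1). The genes of the list did not all go this way. Tfap2b (8 against 2), Prlr (6 against 0), Ehf (8 against 5) and Kit (7 against 5) had more Dll1+ specific regions. Gata3 (6 against 13), Esr1 (0 against 6), Spdef (0 against 5) and Epcam (0 against 4) had more Dll1− specific regions. A shift of the whole list is therefore not shown. A larger part of luminal cells or a stronger luminal state in the Dll1+ sort may account for the higher share, and the lists do not separate these.

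The background around Dll1 was raised over 163 kb in the Dll1+ list and 169 kb in the Dll1− list, across the called regions with a recovered background, which left out 2 rows of the Dll1− list. The background limit of 2 times the genome-wide value was set after the backgrounds had been seen. At the end of the interval the Dll1+ list had a region at 2.00 times, just under the limit. Many peaks close together raise a local background, but among 1776 other windows of the same length with as many regions, 0 had a lowest background as high in both lists. Fixed windows disfavour short clusters, so whole runs of raised background were compared as well. Elsewhere 1 run in the Dll1+ list and 0 in the Dll1− list were as long with as many regions, and 0 of them had a lowest background as high. Shorter runs with as many regions and as high a background numbered 0 in the Dll1+ list and 2 in the Dll1− list. Extra copies of the interval in the cells of both groups would raise both lists alike. The median ratio of the background between the lists was 1.93 over 15 regions, equal to the genome-wide ratio of 1.93. Only 10 of the 15 lay within 25% of it, and the range was 0.865 to 2.51. Medians over all rows with a recovered background were less alike. They were 12.4 times the genome-wide background in the Dll1+ list and 5.57 times in the Dll1− list. These rows are not paired between the lists, and a region with several summits counts more than once. Extra copies remain a candidate explanation, although the lists were not raised alike at every region. The mice of both groups carried the study's mCherry reporter. It was made from a bacterial artificial chromosome (BAC), a vector that carries a large piece of genomic DNA, so the transgene could supply such copies. The ends of that piece were not compared with the interval here. An amplification in the tumours could supply them as well. Both predict a value such as the 3.01 times seen in the Dll1+ list and cannot be told apart here. If the transgene supplied copies, peaks at Dll1 in either list would mix the endogenous gene with the reporter.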
